A study of Homo sapiens with 24 samples. Its data were reported in "Loss of CREBBP and KMT2D cooperate to accelerate lymphomagenesis and shape the lymphoma immune microenvironment" (2024).

How the data were processed

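CUT&RUN was performed on H3K27ac, H3K4me1 and H3K4me3 in isogenic OCI-Ly7 clones of 4 genotypes, with 2 replicates per mark and genotype. According to the study's methods, the authors processed the reads with the nf-core cutandrun pipeline on hg38 with an IgG control for each genotype, scaled depth to reads at promoters, called peaks with SEACR and summits with MACS2, and ran ROSE on WT H3K27ac after removing TSS of non-coding RNA. ROSE stitches peaks within a set distance, leaves out peaks near a TSS, sums the signal over each stitched region and ranks regions by it. The deposited signal is this ROSE signal per region for 1 pooled H3K27ac WT column. ROSE normally computes library-scaled reads per bp and multiplies by the length, but the header did not state the unit, so the values are used as a relative signal within this table. The header gave a cutoff of 10617 and a stitching distance of 12500 bp. All 2615 deposited rows were above the cutoff, so regions below it were not analysed here, and there was no control column.

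The remaining deposited columns were the number of constituent peaks, their summed length, and the rank by signal. Positions were read as 1-based and inclusive, since the only region with 1 constituent had an end minus start 1 bp less than its constituent length. Constituents were windows of 401 bp, as the summed length was a whole multiple of 401 bp in 2609 of 2615 regions. The signal divided by the end minus start was a whole multiple of 0.0001 in 100% of regions, which limits the precision of a signal to at most 0.0436% of its value. This is a rounding limit and covers no sampling or biological error. The table gave no read counts, so no count-based interval was computed. The study gives only an approximate read depth per sample.

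Annotation came from GENCODE version 44 on hg38, the build the authors used, with 19970 protein-coding genes on chromosomes 1 to 22 and X. Signal per bp was the signal divided by end minus start. Relations across regions used Spearman's rho and Pearson's r of log10 values with 100000 two-sided permutations. Counts per chromosome were compared with expectations from non-N length by a chi-square statistic with 100000 multinomial draws. Neighbours within 50 kb, the median distance to a TSS and GC content were compared with 1000 random placements of the same lengths on the same chromosomes, without overlap and outside N bases. Gene lists were compared with 10000 random lists of protein-coding genes matched on 10 classes of gene length. p-values were adjusted by the Benjamini-Hochberg method within the 3 relations and within the 4 lists, with a threshold of 0.05. Gene links used distance alone. The study's links through topological domains and GREAT were not used here. Neither were the published H3K27ac HiChIP data of OCI-Ly7, with which the study examined physical contacts between super-enhancers and genes. Work was done in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0 and matplotlib 3.10.9, with random seeds fixed.

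The regions named in the report were set by a rule made before the data were examined: the 10 with the highest signal, and the highest-ranked region within 50 kb of each gene of the OCI-Ly7 list, with CD86 and IL21R in full and the others as a summary. A region was labelled with the protein-coding genes it overlapped. Tests, gene lists and most alternatives were also fixed before the data were examined. The planned comparison of H3K27ac in C, K and CK with WT by limma needed a value per sample and was not run. Alternatives were the 1307 regions with the highest signal, other windows, other random placements, other expected numbers, and other definitions of length or overlap.

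For the closing observations, 31-mers were sampled at up to 200 positions per region and their exact copies, on either strand, were counted in the whole hg38 sequence. Chromosomes were also compared in 1 Mb bins with at least 500000 non-N bases, in 5 classes of GC content by 5 classes of gene number, with the rate for each class taken from the other chromosomes and 10000 bootstrap draws over bins for a 95% interval.

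The procedures were tested on simulated data. In 100 sets made with a correlation of 0.5, the mean r recovered was 0.503, and 6 of 100 independent sets came out under a p of 0.05. A 2-fold excess on 1 chromosome was detected in 100 of 100 sets and 8 of 100 proportional sets were under 0.05. Sets with a median of 41 added neighbour pairs were detected in 98 of 100 cases, with 4 of 100 random sets under 0.05. Lists of 16 genes with a share of 75% were detected in 100 of 100 cases, with 3 of 100 random lists under 0.05. A matched ratio of 1.5 was recovered with a mean of 1.52, and 91 of 100 of its 95% intervals held it, so these intervals were somewhat narrow. The simulated counts were independent between bins, whereas the real regions cluster, so intervals on the real data may hold the true ratio less often.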

Results

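OCI-Ly7 is a human diffuse large B-cell lymphoma line of the germinal center B-cell type. Isogenic clones of it were profiled by CUT&RUN, in which an antibody directs a nuclease to a chromatin mark and the released DNA is sequenced. The 24 samples fell into 12 groups of 2, given by 3 histone marks (H3K27ac, H3K4me1 and H3K4me3) and 4 genotypes: unedited control (WT), CREBBP R1446C point mutant (C), KMT2D knockout (K) and both lesions together (CK). H3K27ac marks active enhancers and promoters, and a super-enhancer is a cluster of enhancer peaks that together carry an unusually high signal. The table analysed here lists the super-enhancers of WT cells with 1 signal column, in which the 2 H3K27ac WT libraries were pooled. It gave no value for any single library, so no value below has a replicate error, and it did not state how many reads of each library entered the pooled signal. The other 22 samples, in 11 groups, had no value in it, and the changes in C, K and CK against WT that the study set out to measure were not analysed here.

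The table held 2615 super-enhancers, all above the signal cutoff of 10617 given in the header. The signal ranged from 10621 to 170185 with a median of 19736, which is 1.86 times the cutoff. The highest signal was 16 times the cutoff. Signals were dense near the cutoff, with 119 regions no more than 5% above it and 1168 regions (44.7%) at 2 times the cutoff or more. The 262 regions with the highest signal carried 26.6% of the summed signal. The stitched length had a median of 60.7 kb and ranged from 0.401 to 552 kb, and together the regions covered 187 Mb or 6.42% of the non-N bases of chromosomes 1 to 22 and X. The summed constituent length was a median of 11.2% of the stitched length, so most of these bases lay outside constituents. A region held a median of 16 constituent peaks, with a range from 1 to 174, and 2056 regions (78.6%) held 10 or more. Constituents summed to 51040 over all regions. The signal per bp had a median of 0.343, with 90% of regions between the 5th percentile of 0.172 and the 95th percentile of 1.05.

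**Figure D1:**
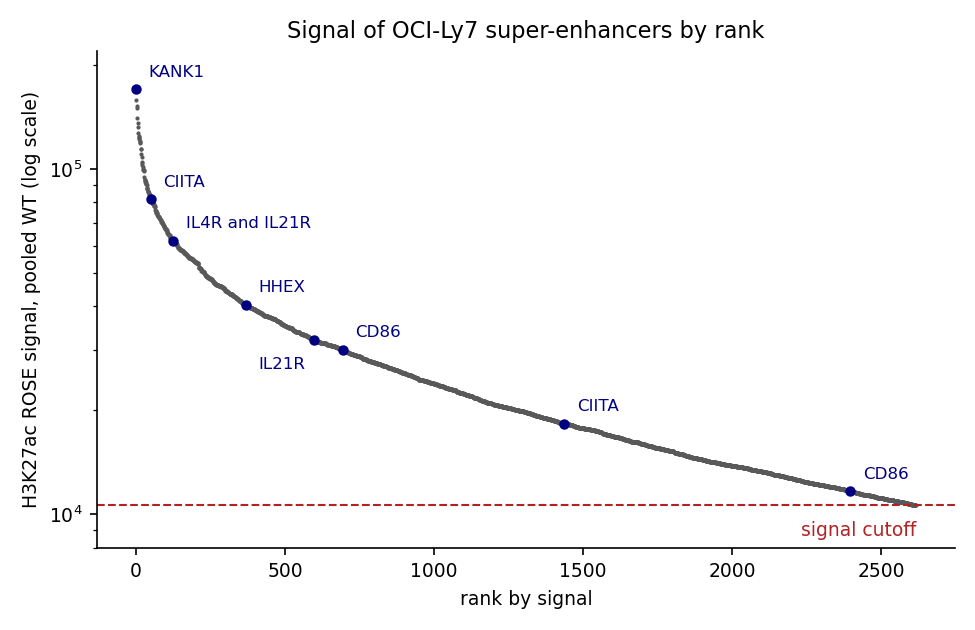
H3K27ac ROSE signal of the pooled WT libraries (vertical axis, log scale) for each of 2615 super-enhancers ordered by rank (horizontal axis), with the header's cutoff as a dashed line and regions within 50 kb of selected genes as labelled points, along with the rank 1 region in KANK1. The regions near CIITA, IL4R, IL21R and CD86 spread from rank 50 to rank 2396, close to the cutoff.

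The region with the highest signal (170185) lay at chromosome 9, 508972 to 764466 (hg38). It overlapped KANK1, with 85.4% of its bases in introns and 7.42% in exons of protein-coding genes, and it held 64 constituents over 255 kb. Rank 2 (signal 158292) lay at chromosome 15, 85421479 to 85763657, over AKAP13 and KLHL25. Rank 3 (signal 152147) lay at chromosome 14, 89178322 to 89518315, with 98.9% of its bases in introns of FOXN3. Ranks 4 to 10 ran from a signal of 149740 to 123595 and overlapped SNX29, ZMIZ1, ARID1B, ENGASE with RBFOX3, TEX35, SMNDC1, and ZMYND11 with DIP2C. The rank 7 region over ENGASE and RBFOX3 (chromosome 17, 79079455 to 79631849) was the longest in the table at 552 kb with 174 constituents, and at 0.239 its signal per bp was below the median of all regions. All 10 regions were among the 262 longest of the table, whereas 2 of the 10 were among the 262 with the highest signal per bp.

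The ranking by ROSE sums signal over a region, so the first question was how far signal followed extent. Across the 2615 regions the signal rose with stitched length, with a Spearman's rho of 0.545 and a Pearson's r of 0.553 for log10 values. It also rose with the number of constituents (rho 0.505, r 0.515). Signal per bp fell with stitched length (rho -0.538, r -0.601). For each of these 3 relations the two-sided permutation p was 1e-05 for both coefficients, which is the smallest value that 100000 resamples can give, and the p for rho was 1e-05 after Benjamini-Hochberg adjustment over the 3 relations. Regions of one library are not independent replicates. Signal per bp has length as its denominator, so a negative relation follows whenever signal rises less than in proportion to length. Shuffling breaks that link, so the permutation p of the negative relation is not evidence of a separate effect. The cutoff also shapes the negative relation, because a region of a given length can enter the table only with a signal per bp above the cutoff divided by that length. The alternative that moved the constituent relation most was signal per bp in place of signal, which reversed it (rho -0.510).

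**Figure D2:**
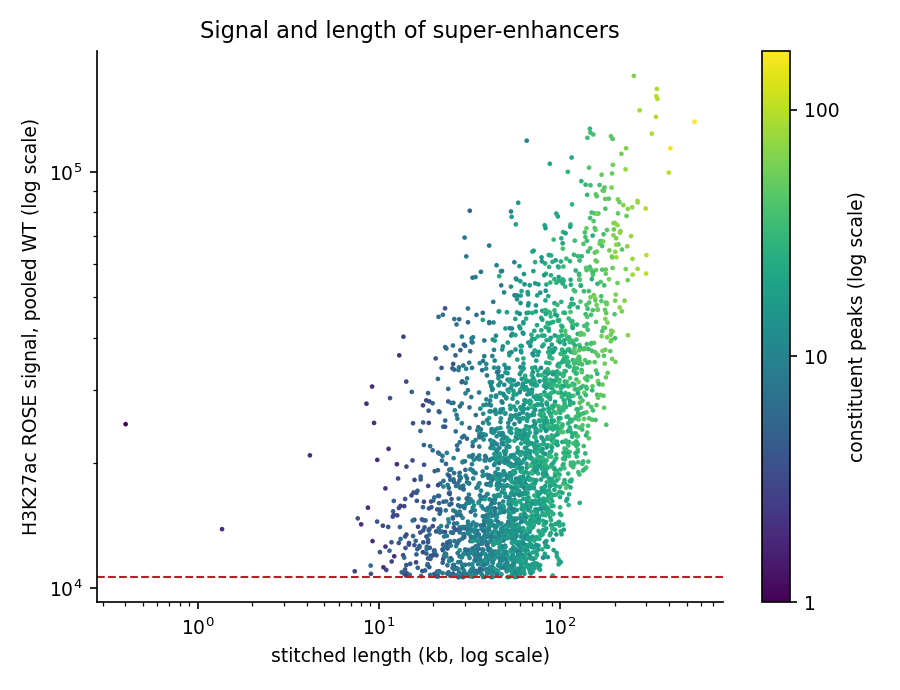
H3K27ac ROSE signal of the pooled WT libraries (vertical axis, log scale) against stitched length in kb (horizontal axis, log scale), 1 point per super-enhancer, coloured by its number of constituent peaks on a log scale; the dashed line is the cutoff. Signal rose with length (rho 0.545) while short regions with few constituents entered above the same cutoff, down to 1 region of 0.401 kb.

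Super-enhancers were not spread over the 23 chromosomes in proportion to non-N length (chi-square statistic 625, Monte Carlo permutation p = 1e-05, the smallest that 100000 draws can give). Chromosome 22 held 118 regions where 35.2 would follow from its length, a density of 3.01 per Mb against a median of 0.903 per Mb over chromosomes (standardised residual 14). Chromosome 17 held 165 regions (1.99 per Mb, residual 10.5). Chromosome X held 22 regions where 139 would follow from its length (0.142 per Mb, residual -9.93). With expected numbers taken from protein-coding genes the statistic was 248 (Monte Carlo permutation p = 1e-05). Chromosome 22 remained above its expected number, at 26.4 regions per 100 genes against a median of 14.2, while chromosome 17 came to 13.9 per 100 genes. Chromosome 19 changed sides: it was above the number given by its length (1.64 times) and below the number given by its genes (0.445 times, 5.83 per 100 genes).

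**Figure D3:**
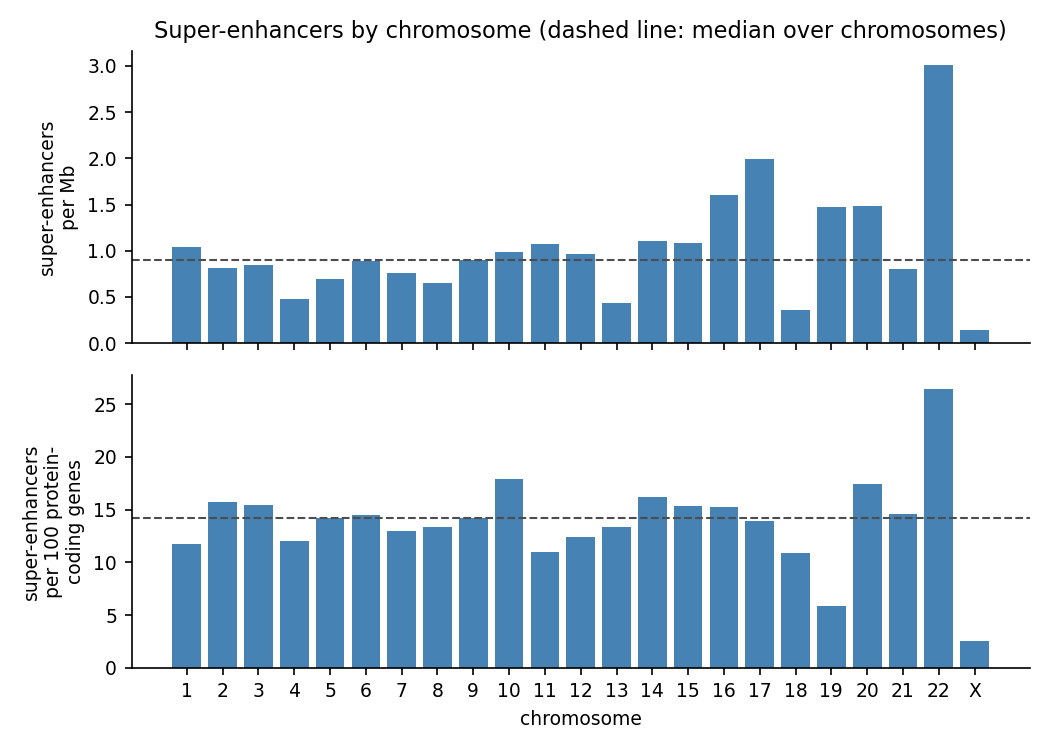
Super-enhancers per Mb of non-N sequence (upper bars) and per 100 protein-coding genes (lower bars) for each chromosome (horizontal axis), with the median over chromosomes as a dashed line. Chromosome 22 had the highest bar in both panels (3.01 per Mb and 26.4 per 100 genes) and chromosome X the lowest (0.142 per Mb and 2.56 per 100 genes).

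ROSE joins peaks that lie within 12500 bp of each other, and the smallest gap between neighbouring regions in the table was 12503 bp. To ask whether regions sat near each other beyond this, their lengths were placed at random on their own chromosomes. Of the 2615 regions, 1182 had another region within 50 kb, against a median of 296 and a maximum of 375 in 1000 placements (one-sided permutation p = 0.000999, the smallest that 1000 placements can give). The ratio to random placement was 3.99, and among the settings tried it was lowest with a 100 kb window, where 1543 regions had a neighbour against a median of 550.

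The median distance from a region's edge to the nearest protein-coding transcription start site (TSS) was 3.83 kb, against a median of 43.7 kb in the random placements, which ranged from 34.7 to 52.4 kb (two-sided permutation p = 0.002, the smallest that 1000 placements can give). A TSS lay inside 1144 regions (43.7%), although peaks near a TSS had been left out before stitching. Placement within 100 kb of protein-coding genes brought the random median down to 11.6 kb. Counting the TSS of all annotated genes, the observed and random medians were both 0 kb, so that setting could not tell them apart. Protein-coding genes were overlapped by 2311 regions (88.4%). Of all super-enhancer bases, 67.3% were intronic, 8.11% exonic and 24.6% outside protein-coding genes, whereas 41.0% of genome bases were intronic, 3.73% exonic and 55.3% outside. The median GC content of the regions was 45.7%, above the 40.6% of random placement, whose medians ranged from 40.2% to 40.9% (two-sided permutation p = 0.002). Near genes the random median was 41.7%. The base shares and GC content describe whole stitched regions, most of whose bases lay outside constituents.

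Gene lists fixed beforehand were then compared with the table, counting a gene when a super-enhancer overlapped its body extended by 50 kb. Of 19970 protein-coding genes, 6140 (30.7%) met this. Of the 16 genes that the study linked to OCI-Ly7 super-enhancers, 15 (93.8%) had a region, against a median of 31.2% in 10000 random lists matched on gene length (one-sided permutation p = 1e-04, the smallest that these lists can give; Benjamini-Hochberg p over the 4 lists 0.0004). The study chose these genes on the same libraries, so this is not independent evidence. FOS was the gene without a region, the nearest being 70.8 kb away. Of 12 immune synapse genes and transcription factors that the study named, 9 (75%) had a region against a random median of 33.3% (one-sided permutation p = 0.0033, adjusted 0.0066), and SPIB, RELA and NFKB1 had none. The study named SPI1, RELA, RELB and STAT3 partly from peaks of the same CUT&RUN experiment, so this list is not fully independent either. Random lists were not matched on expression, so the excess cannot be assigned to the immune synapse role of these genes. Of 12 genes linked to super-enhancers in mouse germinal center B cells, 7 (58.3%) had a region in the human line, which was not past the threshold (random median 33.3%, one-sided permutation p = 0.0638, adjusted 0.0851), and IL9R, ZBTB20, MALT1, MGA and FBXW7 had none. With random genes matched also on gene density the unadjusted p for this list was 0.0242. Among 16 genes of other tissues, taken as a background, 1 gene (6.25%) had a region against a random median of 31.2% (one-sided permutation p = 0.996), and this was APOA1, which lay 3.32 kb from the region of rank 85. The genes singled out within these lists were chosen after their values were seen.

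**Figure D4:**
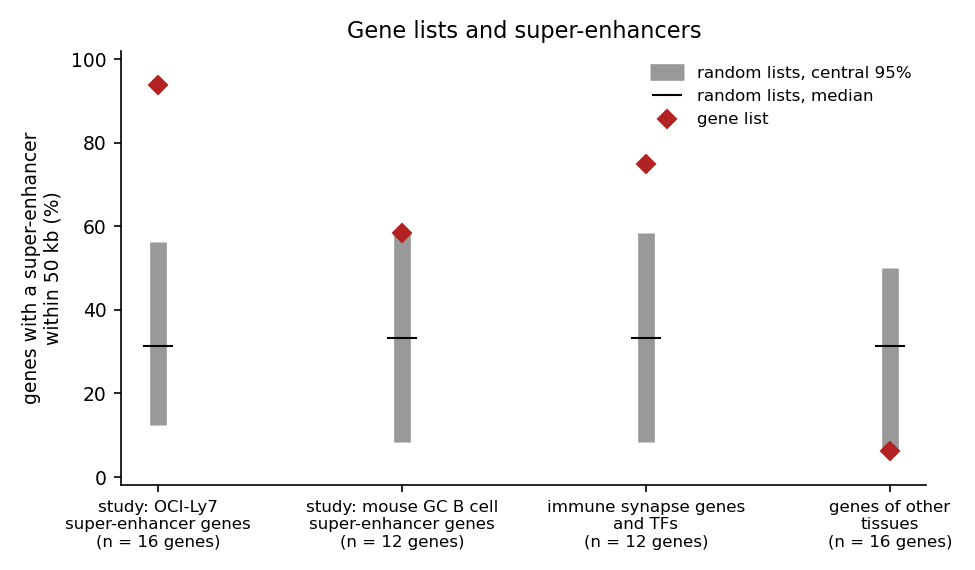
Share of genes with a super-enhancer within 50 kb of the gene body (vertical axis, percent) for 4 gene lists (horizontal axis), as diamonds, with the median (black tick) and central 95% (grey bar) of 10000 random lists matched on gene length. The list linked by the study to OCI-Ly7 stood at 93.8%, above its grey bar, while genes of other tissues stood at 6.25%.

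CD86 and IL21R were examined in full, as genes whose super-enhancers the study displayed. The study reported that these super-enhancers connect with the genes in HiChIP data. Those contacts were not used here, so the positions below do not set which gene a region acts on. CD86 (chromosome 3, 122055362 to 122121139, ENSG00000114013.16) had 2 regions within 50 kb. The stronger lay at chromosome 3, 121963644 to 122015109 (rank 693, signal 29963, 12 constituents, 51.5 kb). It overlapped ILDR1, with 48.6% of its bases in introns, 5.38% in exons and 46.0% outside protein-coding genes. The other lay within the CD86 gene itself, at 122085917 to 122120689 (rank 2396, signal 11673, 11 constituents, 34.8 kb), with 92.4% of its bases intronic and 7.60% exonic. Its signal was 1.1 times the cutoff, so of the regions near CD86 the one inside the gene was close to the lower limit of the table. IL21R (chromosome 16, 27402174 to 27452042, ENSG00000103522.17) also had 2 regions. The stronger lay over the neighbouring gene IL4R, at chromosome 16, 27277982 to 27386429 (rank 126, signal 61902, 34 constituents, 108 kb), and it included the IL4R TSS. The other overlapped IL21R and GTF3C1 at 27430569 to 27544227 (rank 596, signal 31961, 39 constituents, 114 kb), with 79.5% of its bases intronic and 13.9% exonic. Although the 2 regions were of similar length, the signal per bp was 0.571 over IL4R and 0.281 over IL21R and GTF3C1. A difference between these pooled values has no replicate check.

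**Figure D5:**
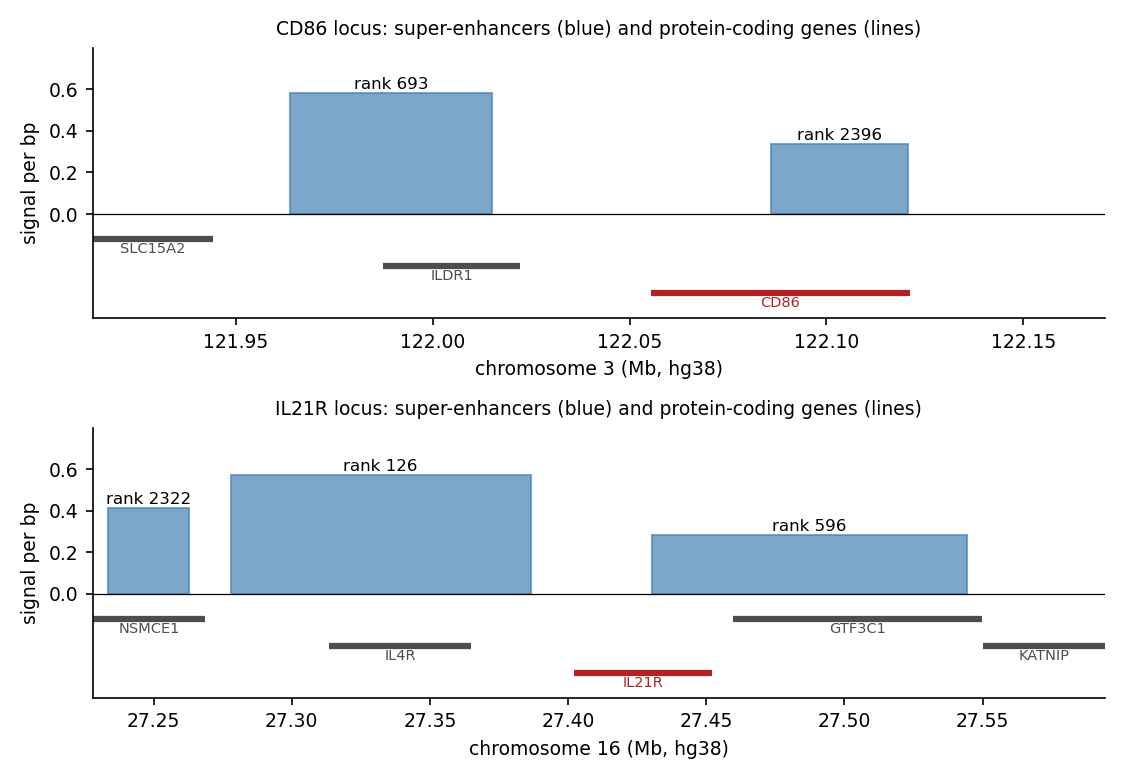
Super-enhancers (blue boxes, height the H3K27ac signal per bp of the pooled WT libraries, vertical axis) and protein-coding genes (lines below, the named gene in red) around CD86 on chromosome 3 and IL21R on chromosome 16 (horizontal axes, Mb, hg38). The stronger region near CD86 (rank 693) lay over ILDR1, and the stronger region near IL21R (rank 126) lay over IL4R.

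Among the 15 genes of the OCI-Ly7 list with a region, 6 had 2 regions and 9 had 1. Their highest-ranked regions were 13 distinct regions, since CD86 shared one with ILDR1 and IL21R shared one with IL4R. These ranks ran from 50, for a region 297 kb long over CLEC16A and within 50 kb of CIITA, to 1977, near CD180, with a median of 693. Of the 15 genes, 3 had their highest-ranked region among the 262 regions with the highest signal.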

Values the study reported

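The study performed CUT&RUN with 2 biological replicates per genotype, each sample sequenced to about 6 M reads. For OCI-Ly7 cells it compared the change in H3K27ac at constituent peaks of super-enhancers, with an n of 616, and at enhancer peaks, with an n of 2737. The waterfall plots of super-enhancer change against WT carried a log2 fold change limit of −0.58.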

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

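Of 43 alternative settings over 11 results, 38 kept both the direction and the side of the 0.05 threshold, 3 moved past it, 1 fell short of it and 1 reversed. The p-values of the alternative settings were not adjusted for the number of lists or relations. The relation of signal to number of constituents reversed when signal per bp took the place of signal (rho -0.510). The construction shows why: dividing by length turns a sum into an intensity, which fell with length. The distance to the nearest TSS lost its difference when the TSS of all annotated genes were used, where the observed and random medians were both 0 kb. There the measure itself was at its floor.

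The share of the mouse germinal center B cell list moved past the threshold in 3 settings. It was 75% with gene bodies extended by 100 kb (one-sided permutation p = 0.0158), 50% among the 1307 regions with the highest signal (p = 0.02) and 58.3% against random genes matched also on gene density (p = 0.0242). Its p ranged from 0.0158 to 0.296 over the settings tried, and the cause was not tested. The share of the immune synapse list was 41.7% among the 1307 regions with the highest signal, against a random median of 16.7%. Its one-sided permutation p there was 0.0421, close to the threshold before any adjustment.

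The relation of signal to length stayed between a rho of 0.429, in the 1307 regions with the highest signal, and 0.546, in regions with at least 2 constituents. The chi-square statistic over chromosomes went from 248 with expected numbers from genes to 625 as reported. Regions with a neighbour within 50 kb exceeded random placement in every setting tried, including one chosen after seeing the data that kept the stitching distance free between placed regions, where the random median was 228 against 1182 observed. The median GC content was 45.7% both in all regions and in the 1307 with the highest signal.

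Alternatives that need a value per sample were not run: the pseudocount of 0.1, the replicate block and leaving out each replicate for C, K and CK against WT. Signal minus control was not run for lack of a control column. No paired analysis was possible because the signal was given as 1 pooled WT column with no replicate number. Without values for the single libraries, the spread between replicates behind any rank is unknown, which matters most for the 119 regions no more than 5% above the cutoff.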

Other observations

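The tests on repeated sequence in the 20 densest regions, on GC content and gene number, on the parts of chromosome 22 and on neighbours near genes were set before their results were seen. The others were chosen after. The table covers 1 group, so no biological explanation was tested for any pattern below.

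The regions with the highest signal per bp were singled out after their values were seen. The first, at chromosome 5, 415368 to 415768, in an intron of AHRR, was 0.401 kb long with 1 constituent and a signal per bp of 61.9, against a median of 0.343 over all regions. Regions with 2 constituents followed at chromosome 13, 18211885 to 18213249 (10.2 per bp), and at chromosome 17, 43297352 to 43301518, in CCDC200 (5.01 per bp). One candidate explanation is reads from sequence that occurs more than once in the genome. Repeated 31-mers made up a median of 19% of those sampled in the 20 densest regions, against 11.8% in random sets of like length (central 95% from 8.5% to 16.5%, one-sided permutation p = 0.0029). These sets were drawn from the 50 regions nearest in length rank. The AHRR region was the shortest of all, so its matches were longer, and length was matched only in part. The share of repeated 31-mers was above 50% in 4 of the 5 densest regions, reaching 65.5% in the AHRR region and 93.5% in the CCDC200 region. Only 29 of 2615 regions (1.11%) exceeded 50%, and their median rank by signal per bp was 762. That is on the dense side of the middle rank, a lean towards high density that was not tested. It is also far below the 20 densest, so repeats alone did not place a region among them. Regions 6 to 20 had a median of 13.0%, inside the range of their random sets (one-sided permutation p = 0.333), and a short repeat within a region could escape the sampling, so the question stays open for them. Selection at the cutoff, which lets in short regions only at high density, also stays open: the 20 densest regions had a median signal of 2.83 times the cutoff, but regions picked for density lean to high signal whatever the cause.

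Chromosome 22 held more super-enhancers than its length or its genes would give. GC content and gene number argue against being the whole cause: in matched 1 Mb bins it had 118 regions against 70.0 expected, a ratio of 1.69 (95% bootstrap interval 1.41 to 1.97), and the ratio was 1.53 (1.28 to 1.80) with 10 classes of each property. It was the highest ratio of the 23 chromosomes, the next being 1.30. The excess was not limited to one part, since the part below 31 Mb gave a ratio of 1.49 (1.07 to 1.91) and the rest 1.84 (1.48 to 2.26). Extra copies of chromosome 22 in the cell line could raise more regions over a fixed cutoff. The median signal per bp on chromosome 22 was 0.978 times that of regions of like length elsewhere, yet the cutoff fixes much of this ratio, because regions lifted over it enter at its level. With no control column the copy number cannot be told apart from a denser set of active regions.

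Chromosomes X and 19 fell on the other side. In matched bins chromosome X had a ratio of 0.217 (95% bootstrap interval 0.132 to 0.310) and chromosome 19 a ratio of 0.633 (0.449 to 0.819), so GC content and gene number did not account for either. Intervals that excluded 1 were found for 4 of 23 chromosomes, unadjusted for the number looked at. Fewer copies of chromosome X than of the autosomes could keep regions under the cutoff. The median signal per bp of its 22 regions was 1.1 times that of regions of like length elsewhere, which decides nothing for the same reason as on chromosome 22.

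In 1310 regions (50.1%) the summed constituent length was larger than the listed number of 401 bp constituents accounts for. This is consistent with peaks left out of stitching near an annotated TSS but still counted in the length. Of 233 regions without an annotated TSS within 2500 bp, 0 had a surplus, against 1310 of the 2382 others (55.0%), and sets of like length drawn from those others held a median of 118 and at least 88 regions with a surplus. Removal near GENCODE protein-coding TSS alone did not account for this, since 60 of 557 regions without one within 2500 bp had a surplus. The distances above used a single TSS per gene, and their median of 3.83 kb exceeds 2500 bp. Here 2058 regions had a protein-coding TSS within 2500 bp, so this count rests on a wider TSS set. The 60 regions also go against the study's methods, which state that TSS of non-coding RNA were removed. Which TSS set the study used is not known. With peaks near a TSS left out of stitching, the number of constituents is likely to understate the peaks inside regions that contain a TSS.

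Gene density draws regions to the same parts of a chromosome, and it may add to the number of close neighbours. Placement within 100 kb of protein-coding genes raised the random median from 296 to 378 regions with a neighbour within 50 kb, short of the 1182 observed. This placement drew midpoints evenly over all bases within 100 kb of a gene, so it did not follow gene density. It shows only that lying within 100 kb of a gene falls short of the observed number, and gene density stays open. Of adjacent pairs, 378 were less than 20 kb apart and 131 were 20 to 30 kb apart, so many neighbours lay just past the stitching distance. The number of super-enhancers is likely to depend on that distance, which was not varied here.

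High ranks went with both length and signal per bp, and more with length. Of the 262 regions with the highest signal, 54.6% were among the 262 longest and 20.6% among the 262 with the highest signal per bp, where 10% would follow from unrelated rankings. Of the 10 highest signals, 10 were among the 262 longest, 8 lay outside the 262 with the highest signal per bp, and 9 were above the median signal per bp. Since the signal is the product of length and signal per bp, overlap with each ranking is built in, so these values do not decide whether rank reflected the extent of the peak set in place of intensity.

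Constituents summed to 51040 windows here. That is higher than the number of constituent peaks quoted from the study above, and that number is also lower than the 2615 regions listed here. What the study's number counts, and from which peak set, is not clear from its text, so the comparison decides nothing.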
